A study of Mus musculus with 8 samples.

How the data were processed

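Sequencing libraries of CD8 T cells, sorted by flow cytometry from peripheral lymph nodes of 12-day-old BALB/c mice, were made from total RNA with a stranded kit, per the labels' protocols. The sample labels gave 4 WT and 4 IL-2-KO samples with replicate numbers 1 to 4, the sorted cell number of each and, for WT, the number of pooled mice. The series' design text calls them biological replicates. It also names spleen as a source and heterozygous mice among the controls, which the sample labels do not. No sequencing run or date was given in the sources used here.

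The deposited table holds 1 signal value per gene and library, a count per 1e6 of the TMM-scaled library size on a linear scale, as the authors named it in the table's title. The submitters' processing notes list featureCounts, limma 3.34.9, R 3.4.3 and the builds GRCm38 and mm10, without saying which step used which. The aligner is not given in the sources used here, and neither is the strand setting of the counting. Columns summed to between 988292 and 1022950, and the factors that bring them to 1e6 multiplied to 1, as TMM factors do. Every listed gene had a value of about 1 or more in at least 3 libraries, so low genes had been removed before deposit. In each library 100% of the values under 20 were whole multiples of a hundredth of a read (within 0.05 of a hundredth), and 54.6% to 65.0% of them were whole reads (within 0.001 read), a form that fractional counting of reads with several locations or genes gives. Such reads, from paralogs and overlapping genes, are shared between the genes concerned. From these steps the counts over the listed genes were recovered as 16.5, 11.9, 17.4 and 16.6 M (1e6) for WT replicates 1 to 4, and 14.8, 16.7, 18.4 and 18.3 M for IL-2-KO replicates 1 to 4. A value of 1 therefore rests on 11.9 to 18.6 counts, and no molecular identifiers for PCR duplicates are mentioned in the sources used here. The design fixed in advance expected CPM; the column sums above 1e6 made the unit a TMM-scaled signal, and the planned test was kept. As whole reads were not recovered for nearly all genes, no test of whole-number counts was run, and limma was applied to log2 values, as fixed for CPM.

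Entrez identifiers were matched to gene symbols and coordinates of the RefSeq annotation of GRCm38, with 11651 matched and 72 not. All 8 columns were mapped to samples by their titles. No pair of libraries was a duplicate: the chi-square per gene between libraries of 1 group was 5.03 or more.

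Values were transformed as log2(value + 0.5). Genes with at least 1 in at least 4 of 8 libraries were kept (11530 of 11723). IL-2-KO was compared with WT by limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The 33 gene lists were written from general knowledge before the data were examined, as were the tests, the filter and the naming rule. Lists with at least 5 tested members (28) were tested against the other genes with camera (preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over these lists. Of them 20 passed (18 up and 2 down), and 17 by fry, which asks whether a list's genes move one way and does not compare them with other genes. With an estimated correlation 0 passed the adjustment, and 8 had an unadjusted camera p under 0.05. The count adjusted over the list alone applies Benjamini-Hochberg to the limma p-values of one list. Several genes are in more than 1 list. Il2 and the principal components were tested by exact two-sided permutation over the 70 assignments of 4 of 8 libraries.

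The genes named were Il2, then the 7 largest rises and 7 largest falls among genes that passed, had a mean of at least 10 in the higher group and no overlap between groups, and were neither predicted genes nor immunoglobulin or T cell receptor segments. Then came up to 3 genes per list with the smallest adjusted p, whether or not they passed, and a fixed panel of Cxcr5, Pdcd1, Icos, Bcl6, Il2ra, Il2rb, Gzmb, Ifng, Ccr7, Tcf7, Cd44, Cd8a and Cd4, with further genes that are not reported here. This gave 108 genes, of which 83 passed (64 higher and 19 lower).

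The steps were tested on simulated data for the IL-2-KO against WT comparison, with 11428 genes past the filter and 200 genes drawn to change. Of genes changed 1.5-fold 76.9% were recovered, of those changed 2-fold 97.0% and of those changed 4-fold 100%, and 6.25% of the calls were false. A simulated list raised by 1.5-fold was called, and 0 of 27 unchanged lists were. The simulation used a single squared coefficient of variation, 0.0147. Its rates need not hold for the real lists, whose estimated inter-gene correlation was 0.28 for cell cycle and 0.76 for ribosomal protein genes. Nor need they hold for libraries that carry transcripts of other cell types.

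Alternatives fixed before the data were examined were other pseudocounts (0.1 and 2), other filters, a median shift and quantile normalization, robust and untrended variances, array weights, a replicate block, the sorted cell number and the form of the sample code as covariates, leaving out each library, and leaving out the 4 libraries of under 2 M cells. Added after the data were seen were a correction of GC content and transcript length trends, voom weights, and the comparison without the 2 libraries high in Cd4. T cell receptor variable segments were not analysed here.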

Results

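CD8 T cells were sorted from the peripheral lymph nodes of 12-day-old mice of the inbred BALB/c strain. Libraries for sequencing were made from their total RNA. Wild-type (WT) mice gave 4 libraries and mice without interleukin-2 (IL-2-KO) gave 4. Interleukin-2 is a cytokine that drives T cell growth and maintains regulatory T cells, and mice without it develop autoimmune disease. The WT libraries came from 115, 28.7, 1.3 and 1.3 M sorted cells (M, 1e6) of 5, 5, 3 and 2 pooled mice. The 115 M is high for lymph nodes of 5 mice of this age, and it was used as labelled. The IL-2-KO libraries came from 26.7, 42.6, 1.1 and 0.4 M cells, and the labels do not state pooling for them. The series' design text allows heterozygous mice in the control group, so WT is used here as the sample labels give it. The libraries held between 11.9 (WT replicate 2) and 18.4 (IL-2-KO replicate 3) M counts over 11723 listed genes, and 1 count per M (CPM) stood for 11.9 to 18.6 counts. All levels are TMM-scaled CPM, given as mean ± SD with n = 4 libraries per group. Fold changes are on the log2(value + 0.5) scale, which understates the change of low genes.

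The targeted gene was examined first. Il2 (Entrez 16183, GRCm38 chromosome 3, 37120713 to 37125954) was listed at 6.28 ± 1.92 CPM in the IL-2-KO libraries and 5.88 ± 0.268 in WT. Single IL-2-KO libraries held 5.13, 7.32, 8.42 and 4.25 CPM, and WT libraries 5.72, 5.65, 6.25 and 5.91. The difference was 0.04 on the log2 scale (95% confidence interval from -0.40 to 0.49 by limma), within the spread between replicates (exact two-sided permutation p = 0.857, 70 assignments). One value per gene does not show which exons the reads came from, so Il2 does not check the genotype labels here.

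The single comparison of the design asked how CD8 T cells of IL-2-KO mice differed from those of WT mice. Granzymes, the proteases of cytotoxic granules, showed some of the largest rises. Gzmk rose 37.1-fold, from 0.277 ± 0.0865 to 31.5 ± 17.2 CPM. Gzma rose 34.7-fold (3.30 ± 1.49 to 129 ± 38.7) and Gzmb 18.4-fold (0.750 ± 0.293 to 26.1 ± 19.8). Cd22, an inhibitory receptor best known from B cells, rose 29.1-fold (4.68 ± 3.49 to 130 ± 31.7). Il1r2, a decoy receptor for interleukin-1, rose 21.05-fold, Penk, which encodes proenkephalin, from 0.480 ± 0.804 to 17.05 ± 17.9, and Ly6a, the activation antigen Sca-1, rose 15.8-fold (15.1 ± 5.43 to 244 ± 66.6). The Gzmb mean rests in part on IL-2-KO replicate 3, at 55.6 against 14.4 to 19.1 in the other IL-2-KO libraries. All 7 genes were higher in each IL-2-KO library than in any WT library, with limma adjusted p (Benjamini-Hochberg) from 1.1e-05 for Gzma to 0.00154 for Penk. WT replicate 2 and IL-2-KO replicate 3, which also carried transcripts of other cell types (described with the marker lists), had the highest Penk value of their group, 1.69 and 43.9 CPM.

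Falls were smaller. Bmf, a pro-apoptotic BH3-only protein gene, fell by 2.06 on the log2 scale (10.2 ± 1.63 to 2.22 ± 1.14 CPM) and Ntrk3, a neurotrophin receptor gene, fell by 2.03 (39.6 ± 3.89 to 9.31 ± 0.628). Qpct fell by 1.91, Tent5a fell by 1.72 and Slc16a10, an aromatic amino acid transporter gene, fell by 1.58. Cd55, a complement regulator, fell by 1.65 (96.6 ± 14.1 to 31.3 ± 9.78), and Ggt1, a gamma-glutamyltransferase gene, fell by 1.53 (84.7 ± 5.63 to 29.6 ± 7.10). The 4 IL-2-KO values of each of these genes lay under all 4 WT values, with limma adjusted p (Benjamini-Hochberg) from 1.1e-05 for Ntrk3 to 7.98e-04 for Bmf.

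Of 11530 genes tested, 2211 passed limma at a Benjamini-Hochberg adjusted p under 0.05, with 1285 higher and 926 lower in IL-2-KO (58.1% higher). After removal of GC content and transcript length trends, an alternative added later, 1195 were higher and 1775 lower (40.2% higher). The median log2 change of all genes tested then went from -0.0097 to -0.0701. Other scalings also moved the share of higher genes, to 51.6% with a median shift and 48.9% with quantile normalization. The fall to 40.2% was therefore not told apart from an effect of scaling. In the main comparison, at least 2-fold changes were found for 477 of the higher and 61 of the lower genes. The 4 values of each group did not overlap for 2786 genes (24.2% of those tested, against 2.86% by chance), and 2026 of these passed. Without the 4 libraries of under 2 M cells 384 genes passed. Of the 83 called genes chosen by the naming rule 33 then no longer did, among them Cxcr5, Bcl6, Il2rb, Ifng, Cd44, Il21, Thy1 and S1pr1. The count of genes passing was 1285 without WT replicate 3, 1351 without WT replicate 4 and 4359 with array weights.

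**Figure D1:**
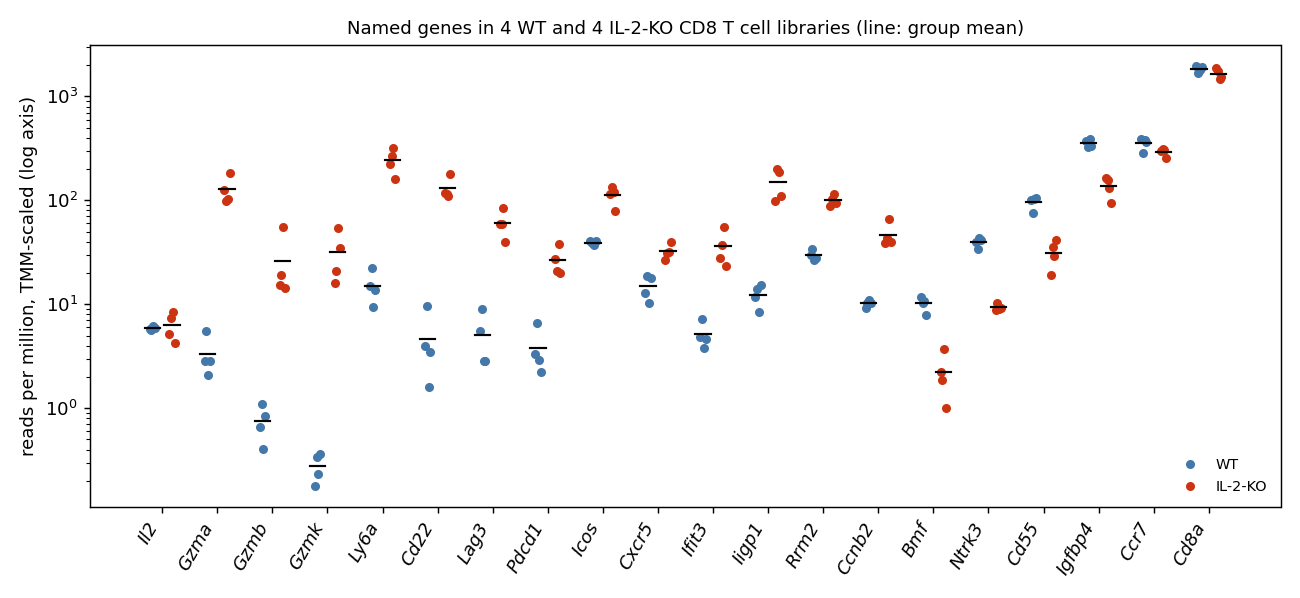
CPM (TMM-scaled, log axis) of 20 genes in each of the 4 WT libraries (blue) and the 4 IL-2-KO libraries (red), with lines at group means. Il2 overlaps between the groups, Gzma, Gzmk and Gzmb stand higher in every IL-2-KO library, and Bmf, Ntrk3 and Cd55 stand lower.

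Most genes of the cytotoxic effector list rose. Of 30 tested members of the cytotoxic effector list, 20 rose and none fell (23 adjusted over the list alone), and the list stood above other genes (camera, preset correlation 0.01, Benjamini-Hochberg adjusted p = 2.2e-11). This call was lost at adjusted p = 0.183 with an estimated correlation. Other cytotoxic cells share such genes: natural killer markers, with Gzma in both lists, had 5 of 12 higher (also 5 adjusted over the list alone), and gamma-delta T cell markers 3 of 4 (also 3). Ifng, the interferon gamma gene and a member of the fixed panel, rose 3.16-fold (7.81 ± 6.13 to 22.8 ± 11.04; limma adjusted p = 0.0311, Benjamini-Hochberg). Its groups overlapped, and it no longer passed without WT replicate 1, 3 or 4 or without IL-2-KO replicate 2 or 3, or with the cell number as a covariate. Without WT replicate 2 and IL-2-KO replicate 3 the list had 22 higher members.

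Inhibitory receptor and exhaustion genes were also higher, with 15 of 25 tested members risen and none fallen (19 adjusted over the list alone; camera adjusted p = 1.9e-09). The adjusted p = 0.158 with an estimated correlation. Lag3, a receptor that restrains T cells, rose 11.8-fold (5.08 ± 2.98 to 60.9 ± 18.4), and Pdcd1, which encodes PD-1, rose 6.56-fold (3.76 ± 1.93 to 26.5 ± 8.12). In the follicular helper list, 15 of 22 tested members rose and 1 fell, the same counts as adjusted over the list alone (camera adjusted p = 2.6e-07, and adjusted p = 0.0562 with an estimated correlation). Icos, a costimulatory receptor gene, rose 2.79-fold (39.2 ± 1.86 to 112 ± 23.5), and Irf4, a transcription factor of activated lymphocytes, rose 2.88-fold (24.1 ± 2.83 to 70.2 ± 6.64). Cxcr5, the chemokine receptor for B cell follicles, rose 2.16-fold (15.0 ± 4.07 to 32.4 ± 5.55; limma adjusted p = 0.00346, Benjamini-Hochberg). Bcl6, the transcriptional repressor of follicular helper cells, rose 1.57-fold (18.4 ± 1.47 to 29.8 ± 6.71; limma adjusted p = 0.0152), a call lost without WT replicate 4. Without WT replicate 2 and IL-2-KO replicate 3, 18 inhibitory and 15 follicular helper genes were higher. CD4 and regulatory T cell markers also rose in 4 of 17 cases (camera adjusted p = 0.0240, and 0.427 with an estimated correlation). Plasma cell markers, with Irf4 in both lists, rose in 2 of 8 (0.00749, and 0.221). Cd4 itself did not pass (limma adjusted p = 0.785), and which cells the follicular helper transcripts came from was not tested.

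Among cytokine and chemokine genes, 12 of 22 tested members rose and 1 fell (15 and 1 adjusted over the list alone; camera adjusted p = 3.7e-06, and adjusted p = 0.183 with an estimated correlation). Tnfsf4, which encodes OX40 ligand, rose 8.39-fold (0.617 ± 0.401 to 8.97 ± 4.24), Tnfsf8 rose 2.39-fold and Tnfsf14 2.06-fold.

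Cell cycle genes were higher almost without exception. Of 69 tested members 67 rose and none fell (68 adjusted over the list alone), with a median log2 change of 1.496. The ribonucleotide reductase gene Rrm2 rose 3.35-fold (29.7 ± 3.337 to 101 ± 11.6), Uhrf1, needed to maintain DNA methylation at replication, rose 2.53-fold, and the mitotic cyclin gene Ccnb2 rose 4.33-fold (10.2 ± 0.762 to 46.9 ± 12.6). The camera adjusted p was 3.6e-48, and adjusted p = 0.0562 with an estimated correlation. Without WT replicate 2 and IL-2-KO replicate 3, 66 of these 67 genes still passed, and without the libraries of under 2 M cells 58 did.

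Interferon-responsive genes rose together. In the type I interferon response list 28 of 35 tested members rose and none fell (29 adjusted over the list alone; camera adjusted p = 1.6e-17, and adjusted p = 0.126 with an estimated correlation). Ifit3, an antiviral effector gene, rose 6.32-fold (5.12 ± 1.45 to 36.1 ± 14.2), Parp14 2.07-fold and Ly6e 2.03-fold (102 ± 8.66 to 207 ± 17.7). In the interferon gamma response list 27 of 33 rose and none fell (28 adjusted over the list alone; camera adjusted p = 1.1e-16, and adjusted p = 0.158 with an estimated correlation). The GTPase genes Iigp1, Gbp5 and Gbp3 rose 11.4-fold (12.3 ± 2.99 to 150 ± 52.6), 3.01-fold and 2.80-fold. Guanylate-binding protein genes are near-identical in parts, so reads may be split between them. Without WT replicate 2 and IL-2-KO replicate 3 the counts were 27 and 24.

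Some genes of naive and quiescent T cells fell. Of 33 tested members 12 fell, 2 rose and 19 did not pass (16 and 2 adjusted over the list alone), with a median log2 change of -0.28 (camera adjusted p = 2.3e-05, and adjusted p = 0.0562 with an estimated correlation). Igfbp4 fell by 1.40 on the log2 scale (355 ± 30.8 to 136 ± 31.2), Tdrp fell by 1.18 (297 ± 15.2 to 131 ± 15.9), and S1pr1, the receptor for lymph node exit, fell by 0.76 (505 ± 36.3 to 301 ± 39.5). Tcf7, a transcription factor gene of naive cells, did not pass limma, at 1256 ± 125.2 in IL-2-KO and 1222 ± 79.0 in WT (Benjamini-Hochberg adjusted p = 0.834). Ccr7, the lymph node homing chemokine receptor gene, stood at 292 ± 24.0 and 355 ± 48.7 (limma adjusted p = 0.112), and passed without WT replicate 2, at a log2 change of -0.38. Without WT replicate 2 and IL-2-KO replicate 3 the list had 13 lower members.

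Of 33 activation genes tested 11 rose, 1 fell and 21 did not pass (13 and 1 adjusted over the list alone; camera adjusted p = 0.00404, and adjusted p = 0.226 with an estimated correlation). The integrin gene Itgb1 rose 3.67-fold (102 ± 6.50 to 374 ± 25.6), S100a4, a calcium-binding protein gene, 12.2-fold (3.06 ± 2.47 to 40.8 ± 16.6), and the adhesion receptor gene Cd44 1.499-fold (72.9 ± 7.46 to 110 ± 19.6). In the list of interleukin-2 receptor and STAT5 target genes 8 of 27 rose, 2 fell and 17 did not pass (9 and 3 adjusted over the list alone; camera adjusted p = 0.0177, and adjusted p = 0.221 with an estimated correlation). Il2rb, the beta chain shared with the interleukin-15 receptor, rose 2.11-fold (218 ± 23.3 to 489 ± 210), the kinase genes Jak3 and Pim2 rose 1.66-fold and 1.35-fold, and Il2ra, the alpha chain, stood at 3.94 ± 2.67 in IL-2-KO and 3.499 ± 1.73 in WT (limma adjusted p = 0.935). For chemokine receptors and adhesion genes 10 of 28 rose, 2 fell and 16 did not pass (11 and 4 adjusted over the list alone; camera adjusted p = 0.0235, and adjusted p = 0.328 with an estimated correlation). Gcnt1, a glycosyltransferase gene that helps build selectin ligands, rose 12.8-fold (1.31 ± 0.748 to 22.7 ± 10.2). The list no longer passed without IL-2-KO replicate 2 or with a minimum of 5 CPM.

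Of 24 glycolysis genes 9 rose and 1 fell (11 and 1 adjusted over the list alone; camera adjusted p = 0.00108, and adjusted p = 0.183 with an estimated correlation), with Hk2 at 1.86-fold, Tpi1 at 1.57-fold and Pgam1 at 1.36-fold. Of 29 amino acid transport and mTORC1 target genes 8 rose and 1 fell (9 and 1 adjusted over the list alone; camera adjusted p = 0.00182, and adjusted p = 0.0627 with an estimated correlation), among them Mthfd2, of mitochondrial folate metabolism, at 1.74-fold and Psat1 at 1.41-fold. Oxidative phosphorylation genes had a median log2 change of 0.17, and 4 of 47 rose by limma (0 adjusted over the list alone, 17 at an unadjusted p under 0.05). Their camera adjusted p was 3.6e-04, and adjusted p = 0.427 with an estimated correlation. Cox4i1 rose 1.29-fold (231 ± 28.2 to 298 ± 20.2), Sdhd 1.24-fold and Atp5b 1.25-fold, and each lost its call without WT replicate 3 or 4 and after the GC and length correction. The ribosomal protein list did not pass (camera adjusted p = 0.423), and 1 of its 61 members, Rpl30, fell by 0.41 on the log2 scale, also when adjusted over the list alone. The list passed as higher without WT replicate 2 (camera adjusted p = 0.00233) or IL-2-KO replicate 2 (0.0144), and tested as lower without IL-2-KO replicate 3.

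Apoptosis regulators went both ways, with 9 of 30 risen and 3 fallen (10 and 4 adjusted over the list alone; camera adjusted p = 0.0177, and adjusted p = 0.408 with an estimated correlation). The inflammatory caspase gene Casp1 rose 12.4-fold (0.739 ± 0.886 to 13.6 ± 7.36), while Bmf fell. This list no longer passed without WT replicate 1. Of 15 genes of neonatal cells, recent thymic emigrants and thymocytes, 3 rose and 1 fell by either adjustment, over all genes or adjusted over the list alone (camera adjusted p = 0.696). Its median log2 change, -0.0039, lay under 0 while its mean, 0.13, and its test pointed up. Ikzf2, which encodes Helios, rose 1.88-fold (91.4 ± 11.3 to 172 ± 21.7), Il10ra rose 2.19-fold, and Runx1 fell by 0.48 on the log2 scale, a call lost without WT replicate 3 or 4. Among 29 immediate early and dissociation stress genes, 4 rose and 1 fell, by limma and adjusted over the list alone (camera adjusted p = 0.522). Dusp2, a MAP kinase phosphatase gene, fell by 1.03 on the log2 scale (402 ± 52.6 to 199 ± 41.2), and the chaperone genes Hspa8 and Hspd1 rose 1.35-fold and 1.25-fold. That list passed without WT replicate 2 (adjusted p = 0.0291) and tested as lower without WT replicate 1 or IL-2-KO replicate 3.

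On chromosome 3, 12 genes near Il2 were tested as a list (camera adjusted p = 0.713), and 2 rose and 1 fell by limma, with the same counts adjusted over the list alone. Nudt6 (37404982 to 37420242, GRCm38) fell by 0.93 on the log2 scale (45.8 ± 2.08 to 23.9 ± 1.97). Its annotated end overlaps Spata5, which starts at 37419903, and reads of overlapping genes may be shared. Il21, the gene of a related cytokine (37222759 to 37232636), rose 3.55-fold (0.515 ± 0.314 to 3.03 ± 0.712), and the cyclin gene Ccna2 (36564865 to 36573038) rose 3.88-fold (14.8 ± 1.56 to 60.3 ± 14.3).

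**Figure D2:**
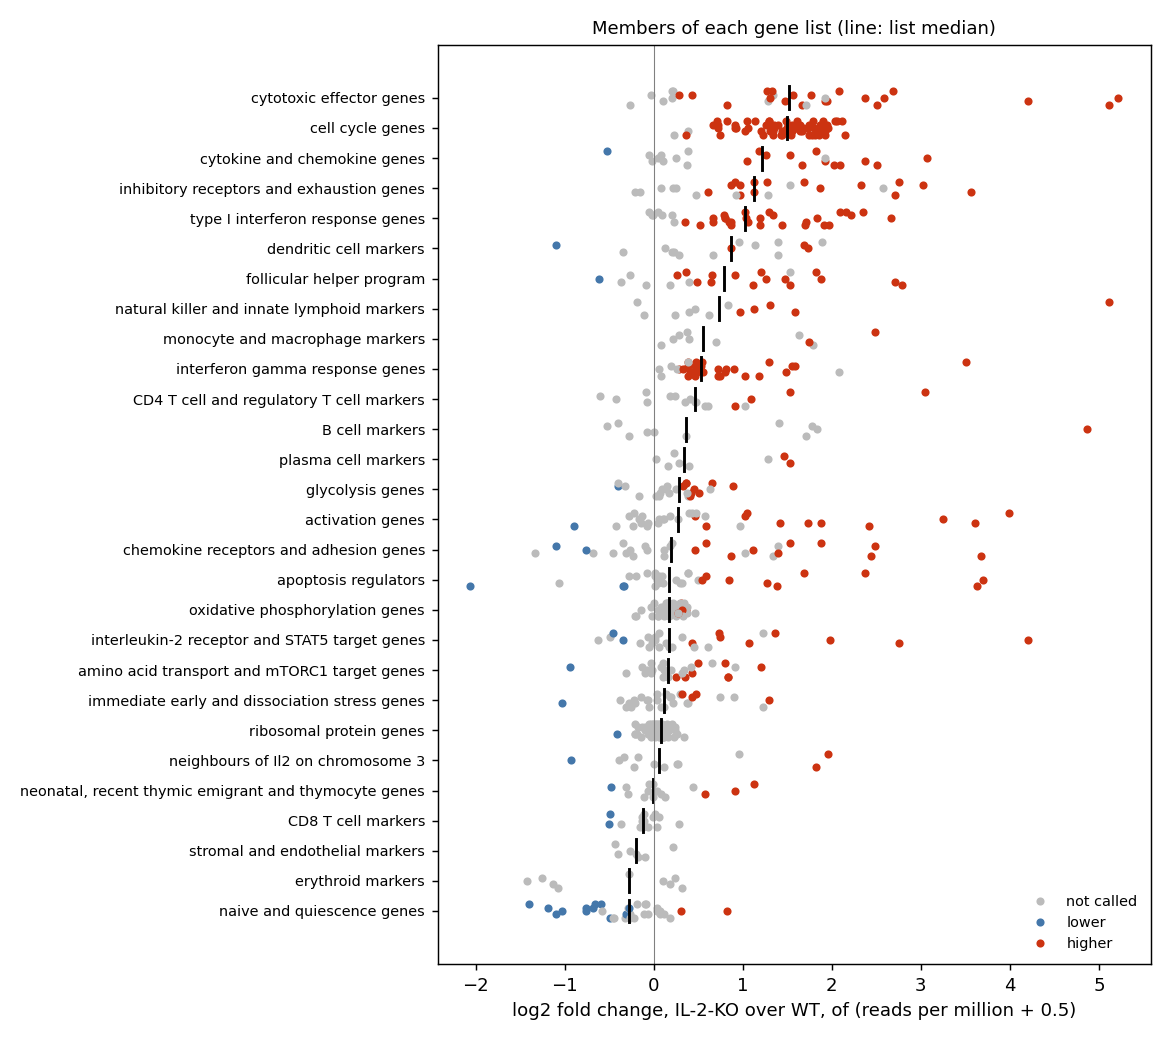
Log2 fold change of IL-2-KO over WT, on the (CPM + 0.5) scale, for each tested member (point) of the 28 gene lists with at least 5 tested members, with a line at each list's median. Red points passed as higher, blue points as lower, and grey points did not pass; cell cycle genes lie almost wholly to the right of 0, while the naive and quiescence list has a median of -0.28.

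Markers of the sorted cells and of other cell types were compared in the same way. Of 16 CD8 T cell markers none rose, 2 fell and 14 did not pass, with the same counts adjusted over the list alone (camera adjusted p = 0.0427, and adjusted p = 0.427 with an estimated correlation). Thy1 fell by 0.50 on the log2 scale (961 ± 42.6 to 679 ± 27.03). Cd8a stood at 1660 ± 187 in IL-2-KO and 1840 ± 131 in WT (limma adjusted p = 0.366), and Cd8b1 at 860 ± 94.4 and 1120 ± 184 (limma adjusted p = 0.072). The call on the CD8 list was lost without WT replicate 1 or 4 or IL-2-KO replicate 2, 3 or 4, with a minimum of 5 CPM, and with quantile normalization, the replicate block or the cell number covariate, and Cd8b1 passed without WT replicate 2.

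Cd4 was at 38.6 CPM in WT replicate 2 and 45.5 in IL-2-KO replicate 3, and between 0.461 and 2.48 in the other 6 libraries. Both libraries also carried H2-Aa (107 and 220 CPM), Cd74 (101 and 279), Lyz2 (39.97 and 296) and Fscn1 (54.5 and 120), genes of antigen-presenting and myeloid cells that were singled out after their values were seen. Cd4 itself was at 12.7 ± 21.9 in IL-2-KO and 10.3 ± 18.9 in WT (limma adjusted p = 0.785). Without these 2 libraries 2081 genes passed (1235 higher and 846 lower), of which 1766 were among the 2211.

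**Figure D3:**
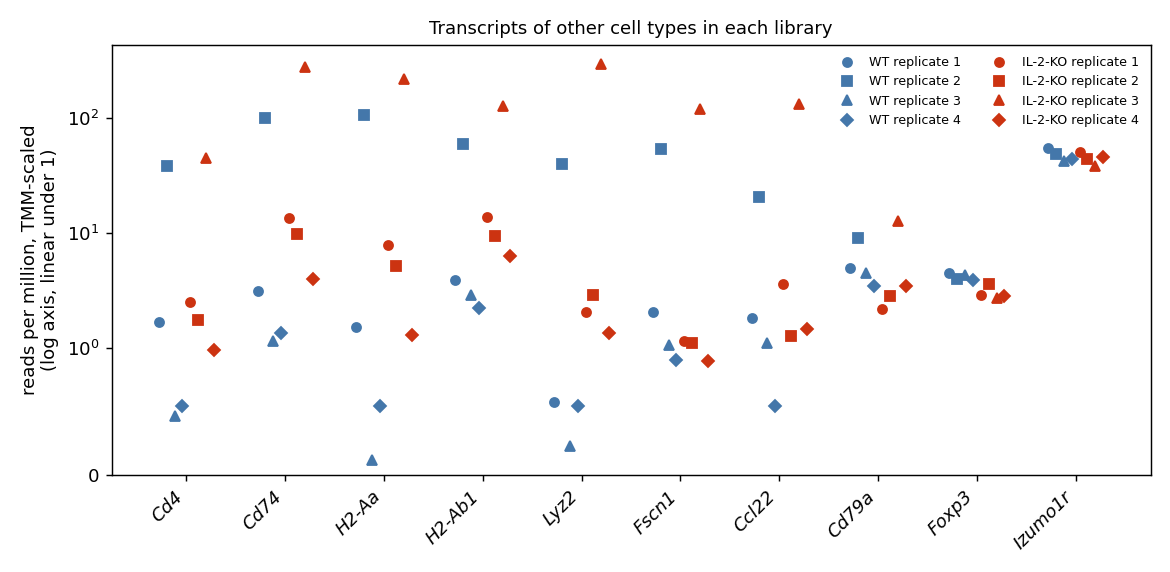
CPM (TMM-scaled; log axis, linear under 1) of 10 marker genes of other cell types in each library, with WT in blue, IL-2-KO in red and 1 symbol per replicate. Cd4, Cd74, H2-Aa, H2-Ab1, Lyz2, Fscn1 and Ccl22 stand apart in WT replicate 2 and IL-2-KO replicate 3, and Foxp3 and Izumo1r do not.

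Of 17 CD4 and regulatory T cell markers 4 rose and none fell, with the same count adjusted over the list alone (camera adjusted p = 0.0240, and adjusted p = 0.427 with an estimated correlation). The guidance receptor gene Nrp1 rose 8.26-fold (1.18 ± 1.07 to 11.9 ± 1.83) and Ccr4 2.88-fold. The list was no longer called without WT replicate 4 or IL-2-KO replicate 3. Natural killer and innate lymphoid markers had 5 of 12 risen and none fallen, and the same count adjusted over the list alone (camera adjusted p = 3.6e-04, and adjusted p = 0.0972 with an estimated correlation). Eomes, a transcription factor gene shared with memory CD8 T cells, rose 2.18-fold (131 ± 20.6 to 292 ± 75.3), and the receptor gene Klrb1f 3.00-fold. Monocyte and macrophage markers had 2 of 10 risen, by limma and adjusted over the list alone (camera adjusted p = 0.0224, and adjusted p = 0.427 with an estimated correlation). Hmox1 did not pass (6.30 ± 7.64 and 1.35 ± 1.53; limma adjusted p = 0.111). With WT replicate 2 and IL-2-KO replicate 3 left out it did (limma adjusted p = 0.00251), as did Lyz2 (0.00926) and Cd68 (0.0234), so that 5 of the 10 were higher. The genes that rose with all libraries were Ccr2 (11.1 ± 5.36 to 63.5 ± 30.3), which effector T cells also express, and F13a1 (1.05 ± 0.261 to 4.72 ± 0.9901). The call on the list was lost without IL-2-KO replicate 3, and its median log2 deviation was 1.31 in IL-2-KO replicate 3 and 1.09 in WT replicate 2.

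Plasma cell markers had 2 of 8 risen (3 adjusted over the list alone; camera adjusted p = 0.00749, and adjusted p = 0.221 with an estimated correlation). They were Irf4 and Derl3, of protein degradation in the endoplasmic reticulum, which rose 2.76-fold (WT 0.893 ± 0.555). Prdm1, which encodes Blimp-1, stood at 5.23 ± 2.94 and 1.76 ± 1.01 (limma adjusted p = 0.0514). Dendritic cell markers had 3 of 15 tested members risen and 1 fallen, by limma and adjusted over the list alone (camera adjusted p = 0.0667, and adjusted p = 0.675 with an estimated correlation). Over the 17 listed members the median log2 deviation was 2.07 in IL-2-KO replicate 3 and 1.59 in WT replicate 2. Irf8 rose 3.33-fold and Bst2 1.82-fold, genes that activated T cells and interferon also raise, and Ccr9, a gut homing receptor gene, fell by 1.10 on the log2 scale. Irf8 and Bst2 no longer passed without WT replicate 3 or 4, and Bst2 also not without WT replicate 1. Without WT replicate 2 and IL-2-KO replicate 3 the dendritic list passed (camera adjusted p = 0.00777), with 6 members higher and 1 lower. It also passed without WT replicate 2 or IL-2-KO replicate 2 or 4, with a minimum of 5 CPM, and with the replicate block or the cell number covariate.

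B cell markers did not pass as a list (camera adjusted p = 0.445), and Cd22 was the 1 of 11 that rose, by limma and adjusted over the list alone. H2-Ab1 was at 39.1 ± 58.7 and 17.05 ± 28.1 (limma adjusted p = 0.402), and without WT replicate 2 and IL-2-KO replicate 3 it passed, together with Cd74, H2-Aa and H2-Eb1. Erythroid markers did not pass (camera adjusted p = 0.522), with none of 9 called by limma, none adjusted over the list alone and 0 at an unadjusted p under 0.05. Hbb-bs was at 6.60 ± 6.58 and 18.4 ± 13.7 CPM. None of 7 stromal and endothelial markers passed by either adjustment, limma over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.261).

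Lists with under 5 tested members were counted without a camera test. Of 4 gamma-delta T cell markers 3 rose, both over all genes and adjusted over the list alone, among them 5830411N06Rik at 3.53-fold (59.7 ± 16.7 to 207 ± 24.7), Cd163l1 at 2.12-fold (49.7 ± 17.1 to 101 ± 4.01) and Maf at 3.67-fold. The neutrophil list had Il1r2 higher, Cpa3 lower by a log2 change of -1.02, and S100a9 not called, the same adjusted over the list alone. In the platelet list Selp, which encodes P-selectin, rose 2.96-fold and Itga2b fell by 0.83 on the log2 scale, with 2 lower when adjusted over the list alone. The median log2 change of this list was -0.68 and its mean 0.02. Itga2b lost its call without any 1 of WT replicate 1, 2, 3 or 4 or IL-2-KO replicate 2 or 4. None of 3 histone genes passed limma over all genes or adjusted over the list alone (0 at an unadjusted p under 0.05), with a median log2 change of -0.02 and a mean of 0.21. Of the 33 histone genes fixed in advance only 4 were listed. The 3 tested had group means from 0.858 to 4.14 CPM, so the result says little about histone genes. The mitochondrially encoded genes were not analysed here.

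The first principal component of the tested genes held 55.9% of the variance and separated the groups. Its scores ran from 15.4 to 46.4 in IL-2-KO and from -33.0 to -9.26 in WT (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 libraries allow). The second component held 22.2% (exact permutation p = 0.371). It set WT replicate 2 (30.7) and IL-2-KO replicate 3 (19.3) apart from IL-2-KO replicates 2 (-21.6) and 4 (-26.0).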

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

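The tests of dendritic cells, of depth and of all explanations for Il2, and those made without WT replicate 2 and IL-2-KO replicate 3 or with a GC and length correction, were chosen after the data were seen. Within each group of 4 libraries, each value of the named genes, the depth and the component scores was tested for a library far from the other 3 (Dixon's test). Of 222 groups of values 31 had such a library, where chance gives about 1 in 20; 17 of the libraries were WT replicate 2 and 10 were IL-2-KO replicate 3.

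WT replicate 2 stood apart in CPM of Il1r2 (0.590), Penk (1.69), S100a4 (6.74), H2bc4 (2.65), Nrp1 (2.78), H2-Ab1 (59.2), Hmox1 (3.62), Ccr9 (153), Bst2 (48.0), S100a9 (6.07), Selp (3.03), Maf (6.07), Il2ra (6.07), Cd44 (84.1) and Cd4 (38.6). It also stood apart in depth (11.9 M counts, M being 1e6) and on the second principal component (30.7). IL-2-KO replicate 3 stood apart in Gzmb (55.6), Penk (43.9), Ccnb2 (65.6), Casp1 (24.6), H2-Ab1 (127), Hmox1 (17.7), S100a9 (5.38), Ifng (39.2), Cd44 (140) and Cd4 (45.5). IL-2-KO replicate 4 stood apart in Cd22 (178), S100a4 (16.04), Hbb-bs (16.4) and Hbb-b1 (6.05).

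Cd4 was above 30 CPM in WT replicate 2 and IL-2-KO replicate 3, in a sort for CD8 T cells that should remove the other cells named here; library depth alone is argued against, since WT replicate 2 was the shallowest at 11.9 M counts and IL-2-KO replicate 3 the deepest. Dendritic cells among the sorted cells are a candidate source, and monocytes or macrophages were not told apart from them: dendritic markers deviated by median log2 values of 1.59 and 2.07, with Cd74 at 101 and 279, H2-Aa at 107 and 220 and Fscn1 at 54.5 and 120 CPM, and monocyte and macrophage markers by 1.09 and 1.31, with Lyz2 at 39.97 and 296 CPM. A shared preparation stays open and was not tested. These libraries have consecutive sample codes, correlated at 0.66, and also deviated in immediate early and dissociation stress genes (0.91 and 0.84). Consecutive codes alone do not show it. WT replicate 2 and IL-2-KO replicate 4, also consecutive, correlated at -0.41. That value cannot decide the question, as deviations are relative to the group, which WT replicate 2 and IL-2-KO replicate 3 shift. B cells may have entered too, as their list deviated by 0.938 and 2.00, but 4 of its 11 genes (Cd74, H2-Aa, H2-Ab1 and H2-Eb1) are shared with dendritic cells, Cd79a reached 9.06 and 12.8 CPM, and without these genes and Cd22 the medians were 0.54 and 0.93. Whether CD4 T cells entered cannot be told apart, as the 12 other CD4 list markers of low level deviated by medians of 0.41 and 0.21, the lower of which lay between the bounds set in advance; no biological explanation was tested, since 1 library of each group showed the pattern.

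Cell cycle genes were higher in IL-2-KO in 67 of 69 cases. The tables argue against cells of other types in WT replicate 2 and IL-2-KO replicate 3, against GC content or transcript length, and against the sorted cell number as labelled as whole causes: 66 of the 67 genes still passed without those libraries, 66 after the GC and length correction and 66 with the cell number as a covariate, in which the labelled 115 M of WT replicate 1 is doubtful. Chance division of the libraries is argued against by rank only, for the count of genes behind this pattern. Only the real split, 1 of 35, gave as many as 2211, the lowest share that 35 splits allow. The highest of the other 34 gave 0 by limma. Each of them mixes the groups, so the group difference adds to the spread, and the 0 does not measure chance. At an unadjusted p under 0.05 the highest gave 2245, against 3836, so that other divisions carry structure too. More dividing cells among IL-2-KO CD8 T cells remain a hypothesis consistent with these values, not tested against a measure of division. The genotype also goes with unknown pooling of the IL-2-KO mice and with WT pools of 2 to 5 mice, which stays open.

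Il2 itself was as high in the IL-2-KO libraries as in WT, with a difference of 0.0432 on the log2 scale. Swaps of single libraries are argued against, since 0 IL-2-KO libraries lay within the WT range of the first principal component; an exchange of all labels, or a whole group of another genotype than labelled, would separate as well and stays open. A replacement of the IL-2-KO cells by wild-type cells is argued against by the 2026 genes that passed with no overlap between the groups. Transcripts of the part of Il2 that the knockout allele leaves are a candidate explanation that cannot be told apart from the others left open, because 1 value per gene shows no exons.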

How the results depend on the processing

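The GC and length correction, the voom weights and the comparisons without WT replicate 2 and IL-2-KO replicate 3 (the 2 libraries high in Cd4) were chosen after the data were seen; all other alternatives were fixed before the data were examined. The 2211 genes became 1995 to 2392 with other pseudocounts, filters, scalings, robust or untrended variances and voom weights, 1887 and 1879 with the cell number or code form as a covariate, 2970 after the GC and length correction and 2081 without the 2 libraries. They became 4359 with array weights and 384 without the 4 libraries of under 2 M cells (M, 1e6), where 2 libraries per group are left. Leaving out 1 library at a time gave 1285 (without WT replicate 3) to 2205. The cause of the gain with array weights was not tested. Deviations of same-numbered libraries correlated at 0.08, -0.53, -0.40 and 0.39, which gave no sign of a pairing by number. These values cannot exclude one. Each deviation is relative to the library's own group, which WT replicate 2 and IL-2-KO replicate 3 shift. The strongest correlation was that of IL-2-KO replicate 3 with WT replicate 2 (0.66), whose sample codes are consecutive. IL-2-KO replicate 4 has codes next to those of WT replicates 2 and 3, and correlated with them at -0.41 and 0.35. Neither value was higher than that of pairs without consecutive codes, such as IL-2-KO replicate 2 and WT replicate 4 (0.40). With the replicate block 1397 genes passed (911 higher and 486 lower). Count tests with edgeR and DESeq2 were not run, as whole reads were not recovered, and the diversity of T cell receptor segments was not run.

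The 20 lists became 0 with an estimated correlation, and those for markers of other cell types became 0 from 4, 2 with fry and 2 (without IL-2-KO replicate 3) to 5 without single libraries. The list tests were also rerun with other pseudocounts, a minimum of 5 CPM, quantile normalization, the replicate block and the cell number. They were rerun too without single libraries and without the 2 libraries high in Cd4. In these runs 17 to 23 lists passed, and the remaining alternatives were not applied to the lists. With an estimated correlation the camera adjusted p was 0.0562 for follicular helper, naive and cell cycle genes, 0.0627 for amino acid transport, 0.0972 for natural killer markers, 0.126 for type I interferon, 0.158 for interferon gamma and for inhibitory receptors, 0.183 for cytotoxic, cytokine and glycolysis genes, 0.221 for plasma cell and STAT5 genes, 0.226 for activation, 0.328 for chemokine receptors, 0.408 for apoptosis and 0.427 for oxidative phosphorylation, CD4, CD8 and monocyte genes. For dendritic markers, not called with the preset correlation either, it was 0.675, and 0.421 with fry. With fry oxidative phosphorylation (0.0838), CD4 (0.0626) and monocyte (0.0992) lists were lost. CD8 markers were lost with a minimum of 5 CPM (0.0551), quantile normalization (0.123), the replicate block (0.0509), the cell number (0.0684) and without the 2 libraries (0.0547). Dendritic markers passed with 4 of these: 0.0442 with a minimum of 5 CPM, 0.0355 with the block, 0.0498 with the cell number and 0.00777 without the 2 libraries. Chemokine receptors were lost with a minimum of 5 CPM (0.0523), and ribosomal genes passed without the 2 libraries (0.0447).

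Without single libraries the camera adjusted p ran from 0.0112 to 0.0742 for chemokine receptors, 0.00564 to 0.0534 for apoptosis, 0.00283 to 0.0780 for CD4, 0.0107 to 0.113 for CD8, 0.00496 to 0.201 for monocyte and 0.00496 to 0.524 for dendritic markers. It ran from 0.0291 to 0.813 for immediate early genes, 0.00233 to 0.965 for ribosomal proteins and 0.0638 to 0.813 for B cell markers, and these lists turned direction without some libraries. The separation on the first component was rerun with only the most variable genes and without each single library. The other alternatives were not applied to it. In each run its exact permutation p was at the smallest possible value, 0.0286, so this p does not show how far the separation moved. Il2 moved between -0.104 and 0.199, turning negative without IL-2-KO replicate 2 or 3.

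Direction turned for uncalled genes, for causes not tested (log2 changes). Quantile normalization gave S100a9 -0.157, Il2ra -0.150 and Tcf7 -0.0266. Array weights gave H2bc6 0.0826 and Tcf7 -1.2e-04, the code form H2bc6 0.0116, and the GC and length correction Tcf7 -0.0487. Without libraries of under 2 M cells H2-Ab1 was -0.454, S100a9 -0.805, Fbln1 0.0167, Pecam1 0.00999, Il2ra -0.362 and Cd4 -1.83. Without the 2 libraries high in Cd4 H2bc6 was 0.00207 and Il2ra -0.0329. Without single libraries H1f2 ran from -0.278 to 0.0444, H2bc6 from -0.118 to 0.0998, S100a9 from -0.325 to 0.854, Il2ra from -0.300 to 0.343, Tcf7 from -0.0133 to 0.103 and Cd4 from -0.501 to 1.83.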

Other observations

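The symbol families, the tests of Cd22 and of the region around Il2, and the Y-linked genes were chosen after results had been seen. Genes were grouped by the stem of their symbol, and 183 families with at least 8 tested members were each tested for an excess of higher or lower genes (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted). Killer cell lectin-like receptor genes stood out, with 8 of 11 higher and none lower (adjusted p = 1.72e-04). Klrk1, which encodes NKG2D, rose from 36.8 ± 5.94 to 160 ± 42.9 CPM (SD, n = 4), Klrc1 from 2.50 ± 0.673 to 12.7 ± 8.21 and Klrc3 from 2.29 ± 0.825 to 11.6 ± 5.98, while Klrd1, the partner chain of the Klrc products, was at 409 ± 17.2 in WT and 346 ± 68.4 in IL-2-KO without passing. Sequence is shared among these receptors, so single members are uncertain. Natural killer markers, Klrb1f among them, had 5 of 12 higher and gamma-delta T cell markers 3 of 4. Which cells the receptor transcripts came from was not tested. All 11 guanylate-binding protein genes were higher (adjusted p = 5.8e-09), as were 8 of 10 Mcm, 12 of 27 kinesin and 6 of 10 proteasome beta subunit genes (adjusted p = 7.81e-05, 5.6e-04 and 0.00979). The immunoproteasome genes Psmb8, Psmb9 and Psmb10 passed, and so did Psmb2, Psmb4 and Psmb7, with log2 changes from 0.28 to 0.54. Of 322 zinc finger protein genes of the Zfp series 41 were lower and 4 higher, an excess that did not pass (adjusted p = 0.193). Fisher's test treats genes as independent, and the family tests were not rerun with a correlation between members. Related lists lost their camera call with an estimated correlation: interferon gamma response (adjusted p = 0.158), cell cycle (0.0562) and natural killer (0.0972).

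Y-linked transcripts differed within the IL-2-KO group, and in its replicates 2, 3 and 4 they stood above every WT library. Ddx3y was at 4.24 CPM in IL-2-KO replicate 1 and at 237, 182 and 238 in replicates 2, 3 and 4, against 124, 173, 110 and 116 in WT replicates 1 to 4. Kdm5d was at 0.268 in IL-2-KO replicate 1, 68.7 to 99.9 in the other IL-2-KO libraries and 42.1 to 54.2 in WT. The labels give no sex. Without IL-2-KO replicate 1, 1972 genes passed, 1773 of them among the 2211. Leaving it out does not remove the difference in Y-linked transcripts between the groups. An effect of sex on the comparison was not tested.

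Immediate early and dissociation stress genes deviated from their group by a median log2 of 0.91 in WT replicate 2, 0.84 in IL-2-KO replicate 3 and 0.44 in IL-2-KO replicate 1, and by -0.60 in IL-2-KO replicate 2.

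Cd22 was between 111 and 178 CPM in every IL-2-KO library and between 1.61 and 9.69 in WT. B cells, which a sort for CD8 T cells should remove, are argued against as its whole source. The other 10 B cell markers had a median log2 change of 0.18, and none passed limma (1 at an unadjusted p under 0.05). With WT replicate 2 and IL-2-KO replicate 3 left out, 4 of them passed as higher (Cd74, H2-Aa, H2-Ab1 and H2-Eb1, which dendritic cells share) and Cr2 as lower. Cd79a did not pass in either comparison and stayed at 2.18 to 3.47 CPM in IL-2-KO replicates 1, 2 and 4. Expression of Cd22 by the CD8 T cells themselves is a hypothesis that these values leave open. It was not tested, as 1 value per gene and library does not show which cells carry a transcript.

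Nudt6 was lower and Il21 and Ccna2 were higher near Il2. A change of the chromosome region around Il2 was a candidate explanation, as a knockout can carry flanking sequence or alter neighbours. Within 5 Mb of Il2 8 of 41 tested genes passed, 4 higher and 4 lower (19.5%, against 19.2% of all other genes; Fisher's exact two-sided p = 1). The test found no excess, and it does not exclude an effect on single neighbours.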
